A study of Caenorhabditis elegans with 6 samples.

How the data were processed

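MicroRNAs (miRNAs, small RNAs of which each hairpin precursor can give a 5p and a 3p mature arm) were sequenced from whole *Caenorhabditis elegans* of the wild-type N2 strain. Per the labels, L4 larvae on nematode growth medium with OP50 bacteria as food were exposed to cadmium chloride at 60 µmol/L and 20 °C, and 3 libraries were made from exposed worms and 3 from controls. The labels do not state how long the exposure lasted. Per the labels' protocols, total RNA was extracted with TRI reagent, libraries were made with a multiplexed small RNA kit from New England Biolabs, and sequencing ran for 50 cycles on an Illumina NextSeq instrument.

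The deposited count files hold whole-number read counts per mature miRNA, 1 file per library, with the same 437 names in each. The deposited CPM files hold the authors' CPM values, in which each count is scaled to the total of the listed miRNAs in its library, and recomputing them from the counts gave the same values apart from rounding. Adapter trimming, the aligner, the counting tool, the miRNA annotation release, the genome build and the handling of reads that match several miRNAs are not stated in the labels or file headers. How reads shared between near-identical miRNAs were counted can therefore change the values of miRNA families. A further 12 columns of per-sample values, in tables of the whole series, were not used because their names match no sample title. Groups and replicate numbers were taken from the sample titles.

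Library totals ran from 1640693 to 3917414 counts. A miRNA with 3 counts, the floor used here, corresponds to between 0.761 and 1.60 TMM-scaled CPM depending on the library. The labels and files name no molecular identifiers, so intervals and floors cover counting error only and not amplification. The precision of group comparisons is set mainly by the 3 replicates per group.

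Counts were analysed in R 4.3.3. miRNAs were kept by the filterByExpr function of edgeR 4.0.16, which left 208 of 437, and these held 99.985% of the counts in the library where their share was lowest. Trimmed mean of M-values (TMM) scaling factors were computed and edgeR's quasi-likelihood F test (two-sided) compared cadmium with control in all 6 libraries, without covariates, since the labels give no batch. P-values were adjusted over the 208 miRNAs by the Benjamini-Hochberg method, and an adjusted p under 0.05 was the threshold, with no fold-change limit. Adjusted p-values below come from this test unless another is named. The standard error of a log2 fold change was derived from the fitted change and its F statistic. Fitted fold changes used a prior count of 0.125. CPM levels in the text are TMM-scaled, with group levels given as mean ± SD of 3 libraries, except where deposited CPM is named.

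Altogether 10 seed families (miRNAs sharing the bases that pair with targets) with 49 members were written down before the data were examined, as was a list of 14 miRNAs with reported roles in stress or lifespan or with tissue-restricted expression. Families with at least 3 tested members were tested with camera in limma 3.58.1 on voom values of the filtered counts, with a preset correlation of 0.01 between members. The rotation test fry and camera with an estimated correlation were the alternatives. For the ratio between arms, log2((5p count + 0.5)/(3p count + 0.5)) was computed for each hairpin whose arms both had a mean of at least 10 counts, and the groups were compared with limma, adjusted over hairpins. A ratio taken within a library does not depend on how libraries are scaled.

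The miRNAs named were chosen by a rule set before the data were examined: up to 5 with the largest rise and up to 5 with the largest fall among those past the threshold whose groups did not overlap, the 5 with the highest mean CPM, the members of the 14-miRNA list past the threshold over all miRNAs, and the 3 hairpins with the smallest p for the arm ratio. Hairpin positions come from the Ensembl release 115 annotation of the WBcel235 genome, matched by name for 426 of the 437 mature names. The count files carry no coordinates, so these positions are those of the annotation and not of the authors' pipeline.

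The procedures were tested on simulated counts drawn from the means and library sizes of these 6 libraries. With 40 of 208 miRNAs changed by 2 on the log2 scale, edgeR recovered 98.2% of them, and 5.07% of its calls were false. Only 40 were changed because 208 were tested. With none changed, 4.28% of miRNAs had an unadjusted p under 0.05 and 0.2 miRNAs were called per simulation. DESeq2 recovered 95.2% of the same 40. Camera recovered 1 family lowered by 2 on the log2 scale in 100% of simulations. The arm-ratio test recovered 93% of 10 hairpins changed by 2 on that scale. Each miRNA was drawn independently, and the family shift exceeded the medians found below for the let-7, mir-44 and mir-238 families. These figures therefore do not show how well smaller shifts, or shifts of correlated members, are recovered.

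Alternatives were other scalings (DESeq2 size factors, total counts, upper quartile), other count filters, DESeq2 1.42.0, limma on log2(deposited CPM + 1) and on log2(deposited CPM + 0.1), leaving out each library in turn, leaving out the 3 most abundant miRNAs, and a fit with the replicate number as a block. Further alternatives were chosen after the data had been examined. They left out miR-45-3p or the miR-35 family, or tested the families with DESeq2 size factors or upper-quartile scaling.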

Results

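The study examined how RNA and protein of *C. elegans* change after cadmium exposure, and the part analysed here measured mature miRNAs in whole worms. There were 3 control libraries and 3 libraries from worms exposed to cadmium chloride at 60 µmol/L. Total miRNA counts were 1640693, 2427244 and 3917414 in control replicates 1 to 3, and 3354270, 3781534 and 2580305 in cadmium replicates 1 to 3. Of the 437 listed miRNAs, 360 had at least 1 count in a library. The number detected per library ranged from 286 in cadmium replicate 3 to 319 in control replicate 3, the library with the highest total. The 10 most abundant miRNAs of each library took between 62.0% and 74.6% of its counts. The most abundant was miR-1-3p in 5 of the 6 libraries. In cadmium replicate 3 it was miR-58a-3p, with 22.1% of the counts.

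Replicates were compared before they were averaged. Across miRNAs, which are not independent replicates, log-scale levels correlated with r between 0.987 and 0.994 within groups and between 0.970 and 0.978 across groups. The first principal component held 61.3% of the variance and separated the 3 control from the 3 cadmium libraries. No pair of libraries held the same counts, and the common biological coefficient of variation was 23.1%.

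The direct comparison asked which miRNAs differed between cadmium-exposed and control worms. Of 208 tested miRNAs, 45 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. Of these, 20 were higher and 25 were lower under cadmium, and 73 miRNAs had an unadjusted p under 0.05. For 42 of the 45 (17 higher, 25 lower), the 3 libraries of one group all lay above the 3 of the other. Such separation was seen for 80 of the 208 tested miRNAs (38.5%), against 10% by chance. Changes of at least 1 on the log2 scale were seen for 11 of the higher and 21 of the lower miRNAs. The number of calls dropped most, among single libraries left out, without control replicate 3, to 22 (9 higher, 13 lower). It was 27 without cadmium replicate 2. The balance of directions moved with the scaling. With total-count scaling, 9 miRNAs were higher and 30 lower, and the median log2 fold change of all tested miRNAs moved from 0.0039 to −0.16.

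**Figure D1:**
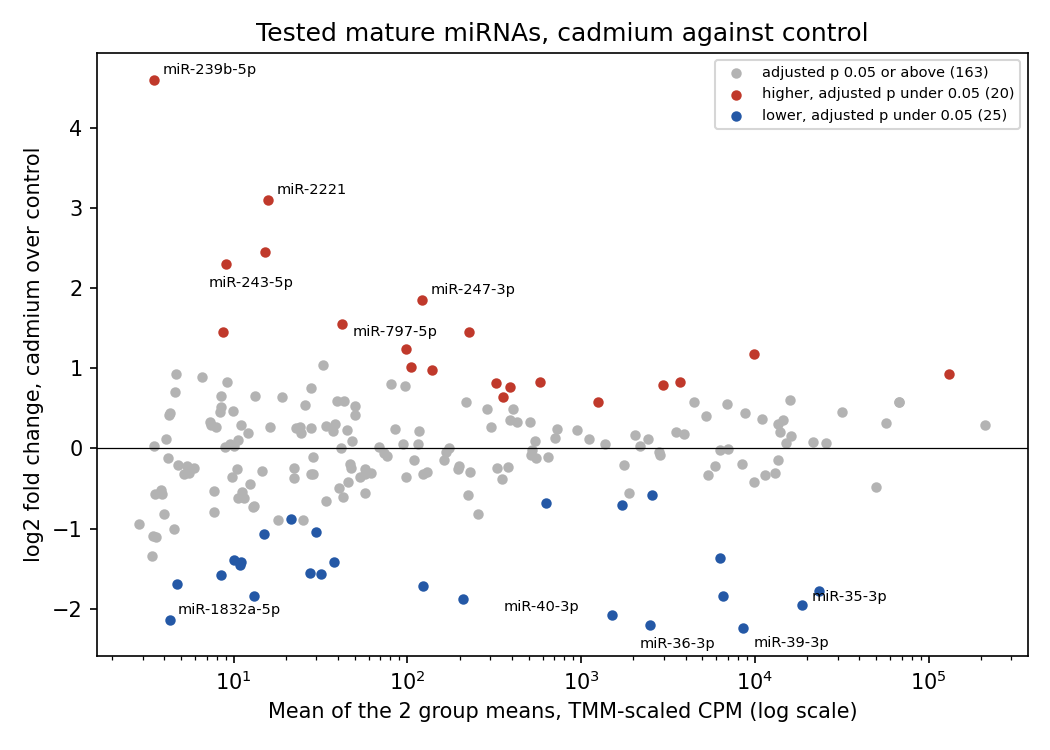
Each point is 1 of the 208 tested miRNAs, with the mean of both group means in TMM-scaled CPM on a log x axis and the log2 fold change of cadmium over control on the y axis. Red points (20) were higher and blue points (25) lower at an adjusted p under 0.05, grey points (163) were not called, and the labelled points are the 5 largest rises and falls whose groups did not overlap.

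The largest rise was that of miR-239b-5p (hairpin at chromosome X, 11791302 to 11791399, minus strand, between protein-coding genes). It had 1, 1 and 0 counts in the control libraries and 35, 19 and 10 in the cadmium libraries. All control libraries were at or under the floor of 3 counts, and the cadmium mean (6.67 ± 2.88 CPM) was at least 4.16-fold higher than the highest floor of the control libraries, 1.60 CPM in control replicate 1. Its adjusted p was 0.00104. Its fitted log2 fold change of 4.59 (SE 0.70) depends on the prior count, and ran from 3.79 to 5.14 with 1 library left out. It shares its seed with miR-239a-5p, and how the authors' counting split reads between both is not stated. The next was miR-2221 (chromosome X, 1390847 to 1390964, plus strand, between protein-coding genes), which rose from 3.19 ± 0.871 to 28.4 ± 5.73 CPM (log2 fold change 3.10, SE 0.34, adjusted p 0.000126). miR-243-5p (chromosome IV, 4450779 to 4450876, in an intron of R08C7.12 on the same strand) rose from 2.92 ± 1.79 to 15.1 ± 5.48 CPM, on 2 to 75 counts per library (log2 fold change 2.30, SE 0.45, adjusted p 0.00381). A pair of neighbouring hairpins between protein-coding genes on the plus strand of chromosome X followed. miR-247-3p (4756971 to 4757068) rose by 1.85 on the log2 scale (SE 0.29, adjusted p 0.00105) and miR-797-5p (4757109 to 4757197) by 1.55 (SE 0.29, adjusted p 0.00344). A larger fitted rise, 2.45 for miR-8188-5p, fell outside the naming rule and was singled out after its values were seen, because its groups overlapped. It had 12 counts in cadmium replicate 1 against 125 and 82 in the others.

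Among the 5 largest falls, 4 belonged to the miR-35 family, whose hairpins mir-35 to mir-41 lie together on the plus strand of chromosome II between 11537608 and 11538404, within an intron of Y62F5A.9 on the opposite strand. miR-39-3p (hairpin 11538089 to 11538175) fell from 14216 ± 4206 to 3004 ± 678 CPM, a log2 fold change of −2.24 (SE 0.25, adjusted p 0.000126). miR-36-3p (11537713 to 11537809) fell from 4106 ± 1860 to 893 ± 99.0 CPM, a log2 fold change of −2.20 (SE 0.30, adjusted p 5e-04). miR-40-3p (11538184 to 11538275) changed by −2.08 (SE 0.22, adjusted p 0.000126) and miR-35-3p (11537608 to 11537704) by −1.95 (SE 0.26, adjusted p 0.000392). These sequences are similar, and the counting of reads that match several of them is not stated. The remaining fall was at low depth. miR-1832a-5p (chromosome III, 11829248 to 11829311, in an intron of rsp-8 on the same strand) had 11, 23 and 24 counts in control and 7, 2 and 5 in cadmium libraries (log2 fold change −2.14, SE 0.46, adjusted p 0.00704). The smallest p of all belonged to miR-77-3p, which was outside the naming rule and chosen after its values were seen (log2 fold change −1.84, SE 0.18, adjusted p 0.000103). Its hairpin lies at chromosome II, 12519268 to 12519367, plus strand, between protein-coding genes.

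**Figure D2:**
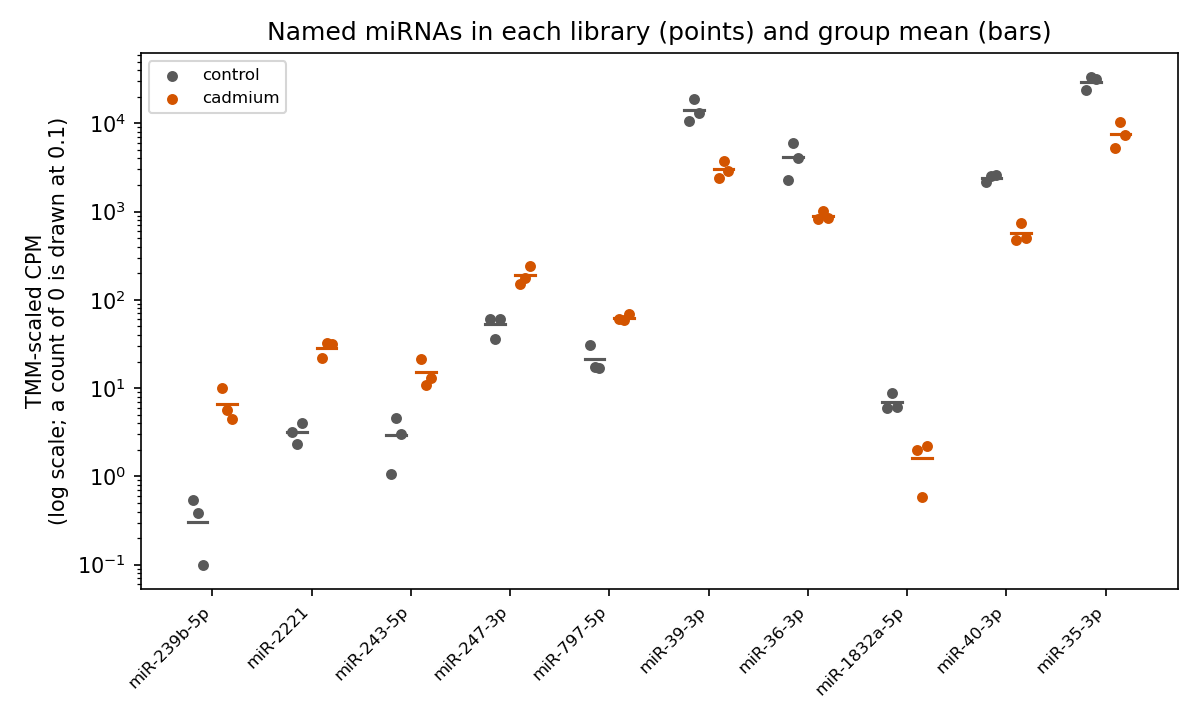
TMM-scaled CPM (log y axis) of the 10 miRNAs with the largest rises and falls, with 1 point per library, grey for the 3 control and orange for the 3 cadmium libraries, and a bar at each group mean. The groups do not overlap for any of the 10, and the control library of miR-239b-5p with 0 counts is drawn at 0.1.

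Among the 5 most abundant miRNAs, 1 passed the threshold. miR-58a-3p (chromosome IV, 3233254 to 3233350, in an intron of Y67D8A.2 on the same strand) went from 90634 ± 23386 to 172683 ± 73006 CPM, with a log2 fold change of 0.93 (SE 0.29) and an adjusted p of 0.0431. Its groups overlapped, and it missed the threshold when any of 4 libraries was left out: control replicate 1 (adjusted p 0.13), control replicate 3 (0.135), cadmium replicate 2 (0.0682) or cadmium replicate 3 (0.207, where the log2 fold change was 0.54). It also missed it with total-count scaling (adjusted p 0.083) and upper-quartile scaling (0.0697), and with limma on log2(deposited CPM + 1) (0.0909) and log2(deposited CPM + 0.1) (0.0893). So it did with the replicate number as a block (0.0852) and without the miR-35 family (0.0502). miR-1-3p (chromosome I, 6172662 to 6172757, minus strand) differed by less than the replicate spread allowed to be called, with a log2 fold change of 0.30 (SE 0.19, adjusted p 0.296). The same held for miR-52-5p (chromosome IV, 14034008 to 14034107, plus strand), at 0.32 (SE 0.24, adjusted p 0.4). miR-44-3p (chromosome II, 11890023 to 11890118, plus strand) and miR-45-3p (chromosome II, 11880944 to 11881039, minus strand) had the same count in each of the 6 libraries, so they cannot be read as separate measurements. The level was higher in all 3 cadmium libraries, at 81050 ± 7570 against 54418 ± 13164 CPM, but the adjusted p was 0.0656 (log2 fold change 0.57, SE 0.21). The call depended on the setting, with adjusted p-values from 0.0169 to 0.239. The pair passed with DESeq2 size factors (0.0458), no filter (0.0169), the DESeq2 Wald test (0.0366) and without cadmium replicate 1 (0.0457), as did miR-45-3p when the 3 most abundant miRNAs, miR-44-3p among them, were left out (0.0372). It did not pass with total-count (0.239) or upper-quartile scaling (0.132).

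All 14 miRNAs of the list fixed before the data were examined could be tested. Over all 208 tested miRNAs, 2 of them changed (miR-239b-5p and miR-35-3p), and adjusted over the list alone, 5 did. The other 3 were miR-71-5p (log2 fold change −0.48) and miR-246-3p (−0.55), each with a list-adjusted p of 0.0415, and miR-239a-5p (1.04, list-adjusted p 0.0496). These 3 names depended on the setting. Adjusted over the list alone, 2 miRNAs passed when the first, or the third, control library was left out, or cadmium replicate 3. let-7-5p and lin-4-5p did not pass, with list-adjusted p-values of 0.1 and 0.617.

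Seed families were tested to ask whether members moved together. With camera at its preset correlation, 4 of 10 families shifted, and the direction of each of the 4 was the same under the 4 scalings tried. The miR-35 family shifted down, with all 8 members lower and past the threshold, a median log2 fold change of −1.92 and an adjusted camera p of 2.34e-07. It made up 9.34 ± 2.25% (SD, n = 3) of the counts in control and 2.16 ± 0.43% in cadmium libraries. The let-7 family shifted up, with 7 of 7 members higher, a median of 0.58 and an adjusted camera p of 0.0206. The mir-44 family also shifted up (4 of 4 members higher, median 0.57, adjusted camera p 0.0206), but it contains miR-44-3p and miR-45-3p, whose counts are identical. With miR-45-3p left out, an alternative chosen after the data were seen, its median was 0.58 and its adjusted camera p 0.0332. The mir-238 family, of miR-238-3p, miR-239a-5p and miR-239b-5p, shifted up with 3 of 3 members higher and an adjusted camera p of 0.0326. Its median of 1.04 is the value of miR-239a-5p. The camera p does use miR-239b-5p, the only member past the threshold, and the family was not tested without it. In the let-7 and mir-44 families too, only 1 member each passed the threshold (miR-794-5p and miR-247-3p). Under fry, the miR-35 and mir-238 families held (adjusted p 0.0132 and 0.00849), while let-7 (0.112) and mir-44 (0.0652) did not. With the correlation estimated from the data, 0 families passed, and 0 had an unadjusted p under 0.05. Without cadmium replicate 2, let-7 had an adjusted camera p of 0.0512, and without cadmium replicate 1, mir-238 had 0.0543.

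**Figure D3:**
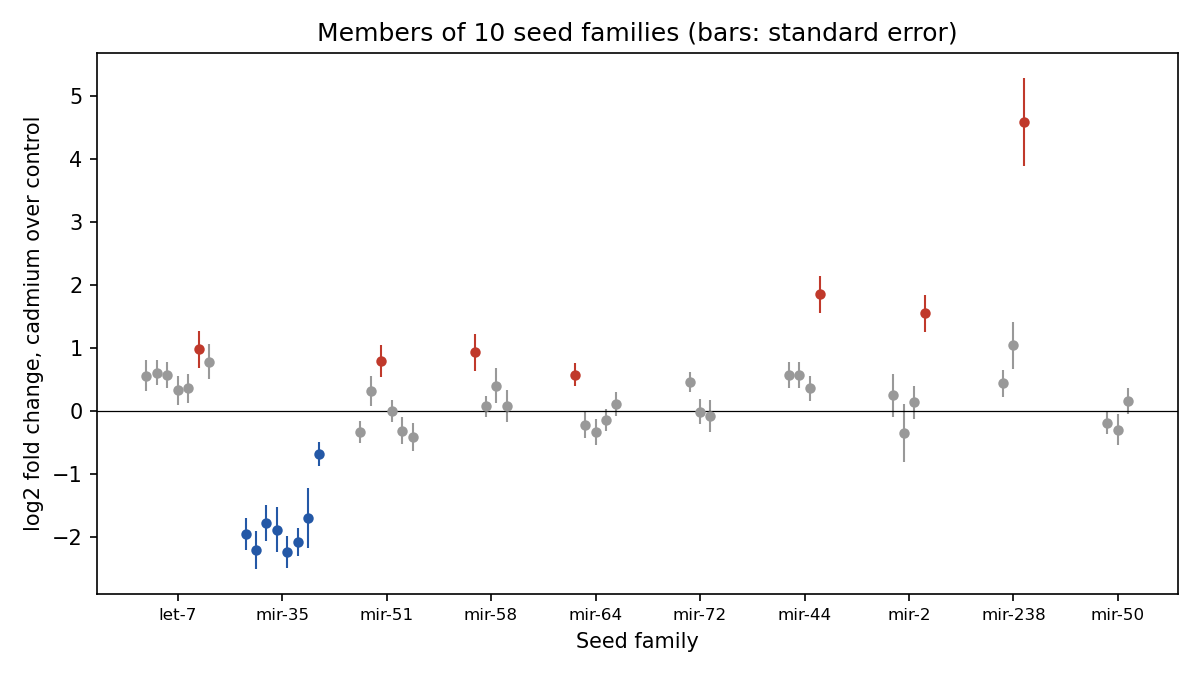
Log2 fold change of cadmium over control (y axis) for each tested member of the 10 seed families (x axis), with bars of 1 standard error. Blue and red members passed an adjusted p of 0.05 as lower and higher, grey members did not, and all 8 members of the miR-35 family are lower.

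The balance between the arms of a hairpin was tested for 63 hairpins. The 5p to 3p ratio changed for 2 of them, and 9 had an unadjusted p under 0.05. For miR-83 (chromosome IV, 7841631 to 7841728, plus strand) the log2 ratio went from −1.89 ± 0.24 to −3.45 ± 0.35, a change of −1.57 (SE 0.33, adjusted p 0.039 in limma). For miR-788 (chromosome X, 8485294 to 8485371, minus strand) it went from 0.81 ± 0.10 to 2.26 ± 0.40, a change of 1.45 (SE 0.33, adjusted p 0.039 in limma). In both, the 5p arm moved (log2 fold changes −1.57 and 1.45) and the 3p arm changed by less than 0.05 on that scale. The next, miR-253 (chromosome V, 5780510 to 5780616, in an intron of F44E7.5 on the same strand), changed by −1.25 with an adjusted p of 0.0676 in limma. When a mean of at least 50 counts per arm was required, 3 hairpins changed, miR-253 among them (adjusted p 0.00594 in limma). It also passed without control replicate 2 (0.0325), but not when any other library was left out (0.0836 to 0.246). Leaving out single libraries gave between 0 and 6 changed hairpins. The count was 0 without control replicate 1, without control replicate 3 and without cadmium replicate 2, where 5, 7 and 9 hairpins had an unadjusted p under 0.05, and it was 6 without control replicate 2 and 1 without cadmium replicate 3.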

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

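The 45 calls kept their direction under all alternatives that gave a value, and none reversed. In all 6 fits that each left out 1 library, 21 of them (8 higher, 13 lower) passed the threshold, and 31 passed under the 3 other scalings and DESeq2. The number of calls ran from 22 to 49 across the 6 leave-one-out fits, the higher ones from 9 to 23 and the lower ones from 13 to 26. The lowest counts were those without control replicate 3, the library with the highest total, with cadmium replicate 2 next (27 in all, 10 higher). Without cadmium replicate 3, 12 were higher. Without cadmium replicate 1 there were 49 calls, more than with all 6 libraries. Why the libraries differed in this was not tested.

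Scaling moved the balance of directions. With total-count scaling 9 miRNAs were higher (23.1% of calls, against 44.4%), and with limma on log2(deposited CPM + 1) and on log2(deposited CPM + 0.1), which also keep library totals, 8 and 8 were higher and 31 and 30 lower. The median log2 fold change of all tested miRNAs was −0.16 with total-count scaling, 0.029 with DESeq2 size factors and 0.029 with the upper quartile, against 0.0039. Small changes should be read relative to that shift. No filter (360 miRNAs tested) gave 31 higher and the DESeq2 Wald test gave 31 higher, all 20 of the reported ones among them in each case. For these the cause was not tested. Requiring a log2 change of at least 1 left 11 higher, and an unadjusted p under 0.05 gave 73 in all, 36 of them higher, both by construction. Leaving out the miR-35 family, an alternative chosen after the data were seen, gave 30 calls (14 higher, 16 lower), all 30 among the 45. Its 8 members were no longer tested, and the cause of the other losses, higher miRNAs included, was not tested.

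On the list of 14 miRNAs, the number changed over all miRNAs was 4 with total-count scaling, no filter and limma with either pseudocount, 5 with DESeq2, 6 at an unadjusted p, and 1 without the miR-35 family. Adjusted over the list alone it was 2 with DESeq2 size factors, the upper quartile and the robust fit, 3 without the miR-35 family, and from 2 to 4 across the leave-one-out fits. The count of 1 without the miR-35 family follows from the removal of miR-35-3p, which left miR-239b-5p. The count of 6 at an unadjusted p follows by construction. The cause of the other differences was not tested. The number of shifted families was 2 under fry and 0 with an estimated correlation, where 0 also had an unadjusted p under 0.05. The estimate comes from 6 libraries and few members. With camera at its preset correlation the number was 4 under each of the 3 other scalings. Changed arm ratios numbered from 0 to 6 across the leave-one-out fits.

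Replicate numbers are shared between the groups in the titles, but same-numbered libraries did not deviate together (correlations of −0.045, −0.29 and −0.31). The values thus gave no sign that the numbers pair the samples. A batch shared by differently numbered libraries was not tested. A fit with the replicate number as a block gave 17 miRNAs (7 higher, 10 lower), all 17 among the 45. Of the named miRNAs past the threshold, miR-243-5p (adjusted p 0.0654), miR-1832a-5p (0.0713) and miR-58a-3p (0.0852) missed it in this fit. The fit gave 2 on the list of 14 adjusted over the list alone, and 0 changed arm ratios, where 7 hairpins had an unadjusted p under 0.05.

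Over the 15 named miRNAs and their alternatives there were 277 values, of which 256 stayed on the same side of the threshold, 12 were weaker, 9 were stronger and 0 reversed. All 9 stronger values came from miR-44-3p and miR-45-3p, which enter this tally separately although their counts are identical. The weaker values came from miR-58a-3p, apart from those of miR-243-5p and miR-1832a-5p with the replicate number as a block. For the 4 shifted families 47 of 55 values stayed and 8 were weaker. For the 3 named hairpins 15 of 27 stayed, 10 were weaker and 2 stronger. Depth limits miR-239b-5p, miR-243-5p and miR-1832a-5p, which have 35 or fewer counts in at least 4 of 6 libraries.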

Other observations

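The tests of the miR-35 family and the mir-41 hairpin, of miR-239b-5p, of identical counts and of miRNAs with high numbers were chosen only after the result was seen. The counts over other splits and the tests of neighbouring hairpins with and without the mir-35 cluster were chosen earlier.

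The 6 libraries can be split into 3 and 3 in 10 ways. Only 1 of the 10 splits, the real one, gave as many as 45 called miRNAs. The other 9 gave 0, with 0 to 17 miRNAs at an unadjusted p under 0.05. Likewise 1 of 10 gave as many as 4 families, but the others gave up to 3. The camera test with its preset correlation thus also calls families in splits that mix the groups. All other splits divide each treatment unevenly, so part of a real difference remains in them and the rest adds to the spread. Family calls there need not be false, and the 0 miRNA calls there do not give a false-call rate. For the arm ratios 1 of 10 gave as many as 2 hairpins, while another split had up to 12 hairpins at an unadjusted p under 0.05, against 9 in the real one. With 10 splits the share cannot go under 0.1, so a chance split and the treatment cannot be told apart by this count.

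The fall of the miR-35 family was set against technical explanations. Scaling does not account for it, since the family median closest to 0 under 3 other scalings was −1.89. No single library accounts for it, since the median closest to 0 with 1 library left out was −1.72. Whether only the mature 3p arms fell was answered in part. At the mir-41 hairpin both arms were lower. miR-41-5p changed by −1.55 on the log2 scale (edgeR adjusted p 0.0362, groups not overlapping) and miR-41-3p by −1.70 (0.0297). The fall of miR-41-5p counts against a loss of the 3p arm alone there. The arm ratio changed by −0.28 (SE 0.60, limma adjusted p 0.945), and with this SE it cannot show that both arms fell alike. With 1 library left out, the change of miR-41-5p ran from −2.48 to −1.20, with an adjusted p from 0.00127 to 0.143. It missed the threshold without control replicate 1, control replicate 3, cadmium replicate 1 or cadmium replicate 3 (0.102, 0.0781, 0.0568 and 0.143). The change of miR-41-3p ran from −2.05 to −1.34, and it missed the threshold without control replicate 2, control replicate 3, cadmium replicate 1 or cadmium replicate 2 (0.0504, 0.136, 0.0588 and 0.0716). For the other 6 hairpins of the cluster it stays open. Their summed 5p arms had a log2 fold change of −1.0 on only 12 to 92 counts per library (17.8 ± 4.93 CPM in control and 8.89 ± 5.61 in cadmium), and the groups overlapped. Among them, miR-39-5p was lower at −1.34 but not past the threshold (edgeR adjusted p 0.0706). The sum with miR-41-5p included was computed before that and gave −1.38 (59.3 ± 4.93 against 22.8 ± 16.8 CPM), with groups that did not overlap. It was narrowed after its value was seen, because miR-41-5p has more counts than its 3p arm (means of 78.5 and 14.2) and dominates the sum. A smaller share of germline or embryo material in the cadmium libraries is a candidate explanation, since the list fixed before the data marks miR-35-3p as a miRNA of germline and embryo. It was not settled either. miR-42-3p, in another cluster, fell by less (log2 fold change −0.69), and its log2 ratio to the summed miR-35-3p to miR-40-3p rose by 1.24. A loss of that material alone would lower all members alike, but a member that is also made elsewhere could fall less, so the explanations cannot be told apart, because no wider list of germline miRNAs was tested here. An effect of cadmium on transcription or turnover was not tested.

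The rise of miR-239b-5p could come from reads of miR-239a-5p assigned to the wrong name. In that case both groups would hold the same share. miR-239b-5p held 14.3% of the summed counts of both names under cadmium (64 of 446, exact Clopper-Pearson 95% interval 11.2 to 18) and 1.12% in control (2 of 179, interval 0.136 to 3.98). Fisher's exact test (two-sided) gave p 3.28e-08 on pooled counts, which compares these libraries and covers counting error only. Per library the share was 0 to 3.57% in control and 6.85 to 18.7% under cadmium. A constant rate of misassignment therefore cannot account for it, which leaves a change of miR-239b itself as a hypothesis.

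miR-44-3p and miR-45-3p had the same count in 6 of 6 libraries, on 103515 to 295536 counts, while the 5p arms of the same hairpins matched in 0 of 6. It was the only such pair among the 208 miRNAs with a mean of at least 10 counts. A candidate explanation is that the same reads were counted for both names, in which case 4.26 to 7.82% of each library total would have been counted a second time. Shared reads split evenly between both names would give identical counts as well, with nothing counted again, so these cannot be told apart from the counts. A near match at low depth was miR-1829b-3p and miR-1829c-3p, whose counts differed in cadmium replicate 1 only (14 and 15).

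Hairpins on the same strand within 10 kb of each other changed more alike on average than randomly assigned ones. In 23 clusters with 59 hairpins, the mean absolute difference in log2 fold change within a cluster was 0.54, against 1.01 in 10000 random assignments (permutation p 3e-04, one-sided). When the assignments were matched on abundance, a check added later, the random mean was 0.93 and p 0.0018. Without mir-35 to mir-41 the difference was 0.55 against 0.90 (permutation p 0.0031, matched 0.0136), and without mir-247 and mir-797 too, also added later, it was 0.56 against 0.88 (permutation p 0.0081, matched 0.0309). Not all clusters followed this. The log2 fold changes were −0.26 for miR-355-5p and 2.45 for miR-8188-5p, which are from 1 cluster. Pairs from other clusters had 0.54 (miR-1829c-5p) and −0.94 (miR-4812-5p), −0.33 (miR-51-5p) and 0.80 (miR-53-5p), and −0.69 (miR-42-3p) and 0.57 (miR-44-3p). The test took the value of miR-44-3p for mir-44, but it cannot be assigned to that hairpin alone. Its counts equal those of miR-45-3p, whose hairpin lies outside the cluster. The 5p arms changed by 0.09 (miR-44-5p) and 1.02 (miR-45-5p). The average is consistent with shared transcripts, as a hypothesis. Reads shared between similar neighbours were not ruled out.

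Of the 42 tested miRNAs with numbers of 1000 or above, 27 had a negative log2 fold change, 7 were called lower and 3 higher. Their median was −0.39. Low abundance alone is unlikely to be the whole cause, since lists of other miRNAs matched on abundance had a median of −0.0099, and few of 10000 such lists lay as low (permutation p 2e-04, one-sided). The difference from the other miRNAs was −0.44, as large in 1 of 10 splits (up to 0.23 in size elsewhere), and from −0.48 to −0.33 with 1 library left out. Relative to all tested miRNAs the median stayed between −0.42 and −0.39 under 4 scalings. A shift common to all miRNAs cancels in this value, so it cannot show that the fall is independent of scaling. Whether these entries count fragments of other RNAs, and why they would fall, was not tested.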
